A study of Arabidopsis thaliana with 103 samples. Its data were reported in "Epistatic and allelic interactions control expression of ribosomal RNA gene clusters in Arabidopsis thaliana" (2017).

How the data were processed

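Messenger RNA was sequenced from 103 lines of the Arabidopsis MAGIC population, recombinant inbred lines that descend from intercrossed natural accessions. Seedlings grew in long days at 20 °C and were then kept at 30 °C for 48 h. Each library came from 20 pooled aerial rosettes of 1 line at the stage of the fourth true leaf. PolyA RNA was selected, the libraries did not keep strand, and each line has 1 library. The labels give 1 group, so no treated and untreated lines were compared. Because no line has a second library in this series, the spread between lines holds genetic, growth and technical differences together. The first number of each library identifier in the labels was read as its sequencing run (8 runs of 13 libraries, 12 in 1 of them). An index tag was also taken for each library.

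The authors deposited 2 tables with lines in rows and genes in columns. In the first, the deposited values are FPKM (fragments scaled to the length of the gene and the depth of the library) divided by 1000. The values behaved as scaled counts. In 6998 low genes, 99.42% of them were whole multiples of the gene's smallest value within a tolerance of 0.01, after division by a factor per library. That alone does not set the scale. The scale was read from the sum of the deposited values times exon length in bp, 83.2% of what it would give in the median library. All values were multiplied by 1000 and are given as FPKM. The label of the build is TAIR10; aligner, counting tool, their versions and the treatment of reads that map to several genes are not given in the sources used here. In the second table, the deposited score of a gene in a line is the normal quantile of a rank among 312 values, of which 209 are not in the table. What was ranked is not given in the sources used here. In a gene column at 0 FPKM throughout, the scores followed the number of zero values of each library with a rho of 1.0, as ranks of normalised values would. The scores were used only as an alternative for relations and neighbouring genes.

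The tables hold 65238 columns. Of these, 33323 are genes of the 5 nuclear chromosomes, 193 of them without values and 4369 at 0 in every line. The chloroplast and mitochondrial gene columns with values and the 45S rRNA gene models are also listed at 0 in every line. A listed 0 was therefore not read as absence of transcription. Fragments of alleles that diverge from the reference build may likewise go uncounted in some lines. The other columns are 31189 transposons and 447 gene models that the authors added. Gene names, exon lengths, base composition and overlaps of neighbouring genes came from the TAIR10.1 annotation, which matched 32659 gene columns. As that is not the release named in the labels, chromosomes and gene order were taken from the locus numbers and no coordinates are given.

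Depth was estimated from the value of 1 fragment in low genes. Its absolute level was set by the most frequent product of that value and exon length, found in 643 of 3155 low genes. The annotated exon lengths gave whole fragment counts for most values in 1425 of 11899 genes tested, so this level is approximate. Depth had a median of 17.2 M fragments per library (10.6 to 22.8). At the median depth and the median exon length of 1771 bp, 1 FPKM stood for 30.4 fragments, which gives a counting error of 18.1%. There, 3 fragments, the limit that a count of 0 allows, stood for 0.0986 FPKM. These figures cover counting error only.

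Genes with a mean of 1 FPKM or more over the lines were tested, on the scale log2(FPKM + 1), which understates differences of low genes. The variability of a gene was its standard deviation (SD) between lines minus a lowess trend on its mean (span 0.3), called residual SD. For each list, the median residual SD was compared with 10000 random lists matched on mean expression in 20 bins (two-sided). The mean pairwise Spearman rho of the members was compared with the same kind of lists (one-sided). A list needed 5 tested members. Relations between fixed gene pairs and between list scores were given as Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples. A list score is the mean of its members, each standardised over lines. Where a gene left a gap of more than 1.0 log2 units with 6 or more lines on each side, r was computed within each side. A gene was called on/off where 10 or more lines were at 0.1 FPKM or less and 10 or more lines at 5 FPKM or more. List members among on/off genes were tested with Fisher's exact test (two-sided) against all genes at 5 FPKM or more in 10 or more lines. Runs were compared with limma's moderated F-test, and 100 random reassignments of the run labels gave the count expected by chance. Principal components were computed on centred values. Adjacent genes in locus order were compared with 1000 random orders within chromosomes (one-sided). All adjusted p-values are Benjamini-Hochberg values over the lists, relations or genes of the same test, and 0.05 was the limit. The smallest p-values possible are 1e-05 for permutations, 0.0002 and 0.0001 for two-sided and one-sided random lists, and 0.000999 for random orders. Genes within a list are not independent replicates, so p-values of lists describe these libraries.

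The lists, relations, tests and 48 alternatives were set before the data were examined, and 24 alternatives were added afterwards. Of the 25 lists, 20 had enough tested members. In all, 11 fixed members whose locus carries another symbol in the annotation were left out. Named genes followed a rule set at the same time. It takes the 10 genes of highest mean and the 10 of largest residual SD. From each tested list it takes the 3 members of largest and the member of smallest residual SD. It also takes the 10 on/off genes with the highest median among lines at 5 FPKM or more, up to 30 on/off genes of a list, both genes of each relation, the 5 genes of smallest p between runs, the 45S rRNA gene models and the 5 genes at each end of the leading component. Other genes named in the text were chosen after their values were seen.

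Alternatives changed the pseudocount to 0.1, rescaled libraries by their median ratio, removed or raised the filter on low values, centred values on runs, left out each run, and changed the measure of variability and the limits for on/off genes. Added ones subtracted from each line the mean of its 6 nearest lines by number, used lines up to 118 or lines from 130 only, left out 7 libraries of 1 run whose index tags also occur in other runs, or removed the first 10 components before comparing neighbouring genes.

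The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and R 4.3.3 with limma 3.58.1. They were tested on simulated data for 18230 genes. The test of runs called 90% of genes changed by 0.5 log2 units in 1 run, 100% of those changed by 1, and 11 unchanged genes. The list tests found the planted list in each case, and beside it called 1 of 19 unchanged lists as variable. In 400 list tests without a planted change they called 1 list as variable and 5 as coherent. For 103 lines, a planted r of 0.3 was called in 17 of 20 draws and a planted r of 0.0 in 2 of 20. Apart from the planted changes, simulated genes and lines were drawn independently. These rates therefore do not allow for genes that vary together or for successive lines that are alike.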

Results

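The data were polyA RNA-seq profiles of 103 lines of the Arabidopsis MAGIC population, recombinant inbred lines numbered from 4 to 505 in this set. Seedlings were grown at 20 °C and moved to 30 °C for 48 h, and the aerial parts of 20 plants per line were pooled. The study used MAGIC lines to follow the expression of the rRNA gene clusters. The deposited tables hold expression values of genes, and the labels place all libraries in 1 group. The comparisons therefore ask how gene groups differed between lines, which genes varied together and whether sequencing runs differed. Each line has 1 library, so values are given over lines (n = 103). Depth was 17.2 M fragments in the median library (10.6 to 22.8).

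Transcripts of photosynthesis led the profiles. RBCS1A (AT1G67090), a small subunit of Rubisco, had the highest mean, 10126 ± 1050 FPKM (SD, n = 103). It was followed by the light-harvesting gene LHCB1.5 (AT2G34420) with 4643 ± 1465 FPKM and the Rubisco gene RBCS3B (AT5G38410) with 4295 ± 773 FPKM. The other genes among the 10 highest were PETE2, which encodes plastocyanin, the antenna genes LHCB3 and LHCA1, the photosystem I genes PSAG, PSAF and PSAD1, and RCA, which encodes Rubisco activase. Their means lay between 2822 and 3206 FPKM. Together the 10 highest genes made up 7.6% of the summed FPKM of genes. The copies of RBCS and LHCB1 are near-identical, so the split of their fragments between copies is uncertain.

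In all, 18230 of the 33130 genes with values had a mean of 1 FPKM or more, 17603 of them protein-coding. A library held 17279 to 18516 genes at 1 FPKM or more (mean 17881), and 14670 genes reached that level in every line. Markers of other organs were low in these rosettes. None of the 9 seed storage and oil body genes had a mean of 1 FPKM (CRA1, 0.998 FPKM, was the highest). Of 12 root genes, only PYK10, a beta-glucosidase gene, and WOX5 did, with 134 and 1.15 FPKM. Of 9 floral genes, SEP3 alone did, with a median of 3.74 FPKM and 88.9 FPKM in the highest line. The 13 fixed chloroplast and mitochondrial genes have no values above 0 in the table, so the organelle list was not tested.

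The heat shock genes differed most between lines among the 20 gene groups tested, which rested on lines of low number. All 29 tested members varied more than other genes of their level, and 27 of them were in the top 10% of all tested genes. HSFA2 (AT2G26150), a heat stress transcription factor, had a median of 2.19 FPKM, with 0.326 FPKM at the 10th percentile of lines and 757 FPKM in the highest line. The small heat shock protein genes HSP17.6A (AT5G12030) and HSP17.8 (AT1G07400) had medians of 3.51 and 4.26 FPKM and highest values of 1852 and 1657 FPKM. HSFA3 (AT5G03720) varied least in the list, with 7.55 ± 2.67 FPKM. The median residual SD of the list was 1.5 log2 units, against −0.00822 for matched random lists (adjusted p = 0.0004). It was 0.792 with the median absolute deviation and 0.722 after subtracting the mean of the 6 nearest lines, there below touch and wounding genes (0.769). High values came from lines of neighbouring numbers, with a rho of 0.633 between the heat shock scores of successive lines. Within lines up to 118 the value was 2.2. Within lines from 130 it was 0.41, past the limit but below touch and wounding (0.763), salicylic acid defence (0.732), glucosinolate breakdown (0.529) and jasmonate and ethylene genes (0.441). These line blocks were chosen after the data were seen.

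**Figure D1:**
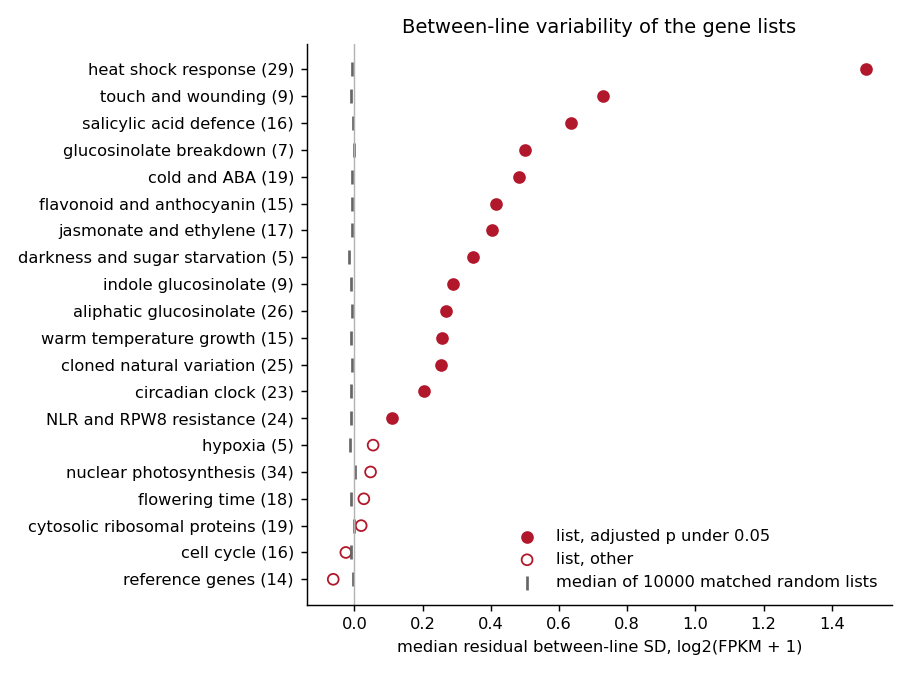
Median residual SD between lines of 20 gene lists, in units of log2(FPKM + 1), with the number of tested members in brackets. Filled points are the 14 lists with an adjusted p under 0.05, open points the other 6, and grey bars the median of 10000 random lists matched on mean expression; heat shock genes lie farthest to the right at 1.5.

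Genes of glucosinolate metabolism, which makes and breaks down the mustard oil precursors of the family, held the 3 largest single differences of all 18230 genes. AOP3 (AT4G03050) and AOP2 (AT4G03060), adjacent genes on chromosome 4 that modify side chains in alternative ways, had medians of 78.3 and 6.35 FPKM, with 0.0848 and 1.16 FPKM at the 10th percentile and 492 and 776 FPKM in the highest line. GSL-OH (AT2G25450), which hydroxylates butenyl glucosinolates, ranged from 0.306 to 350 FPKM between the 10th and 90th percentiles. In the breakdown group, ESP (AT1G54040), the epithiospecifier protein gene, went from 13.1 to 1629 FPKM and the myrosinase gene TGG2 (AT5G25980) from 2.65 to 322 FPKM. The sister gene TGG1 (AT5G26000) varied little, with 719 ± 166 FPKM (SD, n = 103). ESM1 (AT3G14210), an epithiospecifier modifier, had a median of 37.2 FPKM and 177 FPKM at the 90th percentile. Of the 26 aliphatic genes 12 were in the top 10%, among them the regulator MYB29 (4.36 to 43.9 FPKM between the 10th and 90th percentiles), named after its values were seen. FMOGSOX5 (AT1G12140) was the steadiest, with 15.5 ± 2.6 FPKM. Fragments of founder alleles that diverge from the TAIR10 reference may be missed, so low values in some lines may not be low expression. This was not tested.

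The list medians were 0.268 for 26 aliphatic genes, 24 of them above the trend (adjusted p = 0.0004), 0.501 for 7 breakdown genes (adjusted p = 0.000727) and 0.288 for 9 indole genes (adjusted p = 0.00367). Among the indole genes, CYP81F4, CYP79B2 and CYP79B3 varied most and CYP81F1 least (9.55 ± 2.33 FPKM). Within lines up to 118 the indole list no longer passed (0.125, adjusted p = 0.0624). The list of genes cloned from natural variation shares 10 tested members with other lists (AOP2, AOP3, GSL-OH, MAM1, ESP, ESM1, FLC, FRI, MAF2 and ACD6) and had a median of 0.253 (adjusted p = 0.0004). Its steadiest member was HISN6A (AT5G10330), a histidine biosynthesis gene, with 1.08 ± 0.328 FPKM.

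Defence genes also varied strongly. Of 16 tested genes of salicylic acid defence, 15 lay above the trend and 10 in the top 10%. PR2 (AT3G57260), a beta-glucanase gene, had a median of 0.642 FPKM and 13.6 FPKM at the 90th percentile. LURP1 (AT2G14560) and the transcription factor gene WRKY70 (AT3G56400) had medians of 5.25 and 6.76 FPKM and 90th percentiles of 22.3 and 28.1 FPKM. The salicylic acid receptor gene NPR1 (AT1G64280) was the steadiest, with 8.54 ± 1.61 FPKM. In the jasmonate and ethylene list, all 17 members lay above the trend, led by the storage protein genes VSP2 and VSP1 (medians 39.5 and 13.9 FPKM, highest 429 and 1112 FPKM) and by HEL, with JAZ10 the steadiest. The medians were 0.634 and 0.405 (adjusted p = 0.0004 for both). With the median absolute deviation in place of the SD the salicylic acid list came to 0.123, still past the limit. It also passed with lower values with no filter (0.348), at a mean FPKM of 5 or more (0.381) and within lines up to 118 (0.355). Within lines from 130 it came to 0.732.

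Resistance genes of the NLR type, which encode intracellular immune receptors, varied less. Their median was 0.11 over 24 genes (adjusted p = 0.00985). RPP5 (AT4G16950) ranged from 0.499 to 10.6 FPKM between the 10th and 90th percentiles, CHS3 (AT5G17890) from 0.00927 to 5.55 FPKM and RPP2A (AT4G19500) from 0.997 to 8.81 FPKM. RRS1 was the steadiest, with 2.23 ± 0.563 FPKM. The call ended with genes of 5 FPKM or more only (0.112, adjusted p = 0.158) and with the median absolute deviation (0.0646, adjusted p = 0.0651). RPM1, RPP1, SNC1, RPP7 and RLM3 are listed at 0 in every line. Fragments of founder alleles that diverge from the TAIR10 reference may not be counted, so low values of resistance genes may not be low expression. This was not tested.

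Genes that respond to the surroundings formed the rest of the variable groups. Of 19 genes of cold and abscisic acid response, 18 were in the top 10%. RD29A (AT5G52310) had 9.65 and 307 FPKM at the 10th and 90th percentiles, COR15B (AT2G42530) 11.1 and 194 FPKM, and the cold regulator CBF2 (AT4G25470) 1.39 and 43.4 FPKM. All 9 touch and wounding genes were in the top 10%, among them TCH4, a xyloglucan hydrolase gene, with a median of 14.6 FPKM, ZAT10 with 3.95 FPKM and TCH3, a calmodulin-like gene, with 4.94 FPKM (residual SD 1.19, 1.05 and 0.781). In the flavonoid list the flavonol synthase gene FLS1 (12.4 to 110 FPKM between the 10th and 90th percentiles) and F3H (13.8 to 69.9 FPKM) led and the regulator MYB12 was steadiest. The list medians were 0.484, 0.729 and 0.415 (adjusted p = 0.0004 for each). Within lines from 130 the flavonoid value was 0.208, past the limit.

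Genes of warm temperature growth, the clock and darkness followed. The auxin-induced SAUR22 and SAUR23 and the growth regulator PRE1 varied most in the warm growth list, with medians of 6.46 and 8.52 FPKM and a mean of 15.4 ± 9.29 FPKM, and PIF7 least. PIF4 (AT2G43010), which promotes elongation in warmth, had 37.8 ± 9.92 FPKM. Among clock genes the evening genes FKF1 (median 14.3, highest 75.5 FPKM), PRR5 (13.4 and 62.4 FPKM) and ELF4 (33.9 and 353 FPKM) varied most and ZTL (14.8 ± 1.65 FPKM) least. SEN1, DRM2 and DIN10 led the darkness list. The medians were 0.256 for 15 warm growth genes, 0.203 for 23 clock genes (adjusted p = 0.0004 for both) and 0.348 for 5 darkness genes (adjusted p = 0.012). Within lines from 130 the clock value was 0.101, past the limit.

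No group was less variable than random lists, and 6 groups did not pass the test. The reference genes had a median of −0.0621 over 14 genes (adjusted p = 0.124); PP2AA3 (AT1G13320), a phosphatase subunit gene, had 14.2 ± 1.35 FPKM and UBQ10 varied most. Values for 34 photosynthesis genes (0.0474, adjusted p = 0.115), 18 flowering time genes (0.0277, adjusted p = 0.444), 5 hypoxia genes (0.0549, adjusted p = 0.502), 19 ribosomal protein genes (0.0199) and 16 cell cycle genes (−0.0251) were also within the range of random lists (adjusted p = 0.626 for the last 2). Single members stood apart. The antenna genes LHCB2.3 (495 ± 322 FPKM) and LHCB1.4 (610 ± 359 FPKM) and the flowering repressor FLC (0.295 to 7.35 FPKM between the 10th and 90th percentiles) were in the top 10%. Within lines up to 118 alone, the ribosomal protein genes were less variable than random lists (−0.0614, adjusted p = 0.00733).

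Members of 14 of the 20 lists rose and fell together over lines more than matched random genes did. Over all lines cytosolic ribosomal protein genes were the most uniform, with a mean pairwise rho of 0.888, then photosynthesis (0.721), touch and wounding (0.708) and heat shock genes (0.598). Indole glucosinolate (0.407), flavonoid (0.403), warm growth (0.334), salicylic acid (0.306), aliphatic glucosinolate (0.292), jasmonate and ethylene (0.289), cell cycle (0.223), cold (0.217), NLR (0.144) and flowering genes (0.137) also passed, with adjusted p-values of 0.00743 or less. The order changed within blocks: ribosomal protein, photosynthesis, touch and heat shock genes had 0.658, 0.524, 0.675 and 0.722 up to line 118 and 0.754, 0.459, 0.723 and 0.359 from 130. Clock genes, which peak at different times of day, did not pass (0.0122, adjusted p = 0.527) except after subtracting the mean of the 6 nearest lines (0.0436) and within lines from 130 (0.0673). Neither did glucosinolate breakdown, hypoxia, darkness, cloned natural variation and reference genes (adjusted p from 0.0664 to 0.416). Darkness genes did pass with libraries rescaled (0.205, adjusted p = 0.034), with no filter (0.143, adjusted p = 0.044), after subtracting nearest lines (0.246) and within lines from 130 (0.26), and reference genes did within lines from 130 (0.0576, adjusted p = 0.0386). Flowering genes failed with genes of 5 FPKM or more only (0.141, adjusted p = 0.0652), after subtracting nearest lines (0.046) and within each block (0.118 and 0.0652). Warm growth (0.172), indole (0.188) and NLR genes (0.0628) failed within lines up to 118. Indole genes passed with 0.194 with no filter, and warm growth genes with 0.181 after subtracting nearest lines. Jasmonate and ethylene genes passed with 0.163 within lines up to 118 (0.348 from 130), and cold genes with 0.327 after subtracting nearest lines.

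Some genes had values at or near 0 in some lines and were well expressed in others. This held for 121 of the 13988 genes that reached 5 FPKM in 10 or more lines (0.865%), 84 of them protein-coding. In the median gene of this set 46 lines lay between the 2 limits, and in AT2G15555 69 lines did. Many of these genes were therefore graded and did not split the lines into 2 clear groups. AOP3 was at 0.1 FPKM or less in 12 lines and at 5 FPKM or more in 60 lines, where its median was 160 FPKM. AT4G25690, which encodes a protein of unknown role, was off in 83 lines and on in the other 20, with none between and a median of 64.9 FPKM. AT5G39640 was off in 70 lines and on in 24 (median 42.5 FPKM), and the terpenoid cyclase gene AT4G20210 was off in 84 and on in 18 (median 34.6 FPKM). AT2G15555, AT1G71000, AT4G04692, AT1G24390, AT1G24388 and the retroelement SADHU3-2 completed the 10 with the highest medians, from 28.8 to 138 FPKM. AT1G24388 and AT1G24390 overlap, so without strand their fragments cannot be told apart. An off value rests on about 3 fragments or fewer at the median depth, so low expression was not detectable there.

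Few on/off genes belonged to the lists. There were 6 such members, namely HSP22.0 and HSFB1 of the heat shock list, PR2 and GRX480 of salicylic acid defence, AOP3 and the resistance gene CHS3. HSP22.0, HSFB1, PR2 and GRX480 had 70, 69, 77 and 78 lines between the limits, AOP3 had 31 and CHS3 24. Of 19 lists tested with Fisher's exact test, 0 passed after adjustment and 2 had an unadjusted p under 0.05. Salicylic acid defence had the smallest p, 0.00463 (adjusted p = 0.0879), with 2 of 12 background members. With looser limits of 0.5 and 2 FPKM, 3 lists passed, and with 5 lines on each side 4 lists did.

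The flowering regulators FLC and SOC1 were tied more closely to each other than to any other gene. FLC (AT5G10140) represses SOC1 (AT2G45660), which promotes flowering, and lines with more FLC had less SOC1. Over 103 lines r was −0.761 and rho −0.705 (permutation p = 1e-05 for both, adjusted p = 1.77e-05 and 2.09e-05). Without the 2 lines farthest from the median of FLC, r was −0.733. The sign was the same in 8 of 8 runs, and rho was −0.761 within lines up to 118 and −0.837 within lines from 130. Of 18229 other genes, SOC1 had the largest rho by size with FLC and FLC with SOC1. The florigen gene FT (AT1G65480) was barely detected, with a mean of 0.0758 FPKM. Its relation to FLC was weaker (r = −0.233, permutation p = 0.0166; rho = −0.314, permutation p = 0.00138, adjusted p = 0.00227) and not seen within lines up to 118 (rho = −0.0972, permutation p = 0.526), unlike from 130 (rho = −0.429, permutation p = 0.00092). FT rose with SOC1 (r = 0.215, permutation p = 0.0283; rho = 0.273, permutation p = 0.00572, adjusted p = 0.00877), but not past the limit after centring on runs (adjusted p = 0.0676). Its rho was 0.216 up to line 118 and 0.544 from 130 (permutation p = 0.152 and 2e-05).

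**Figure D2:**
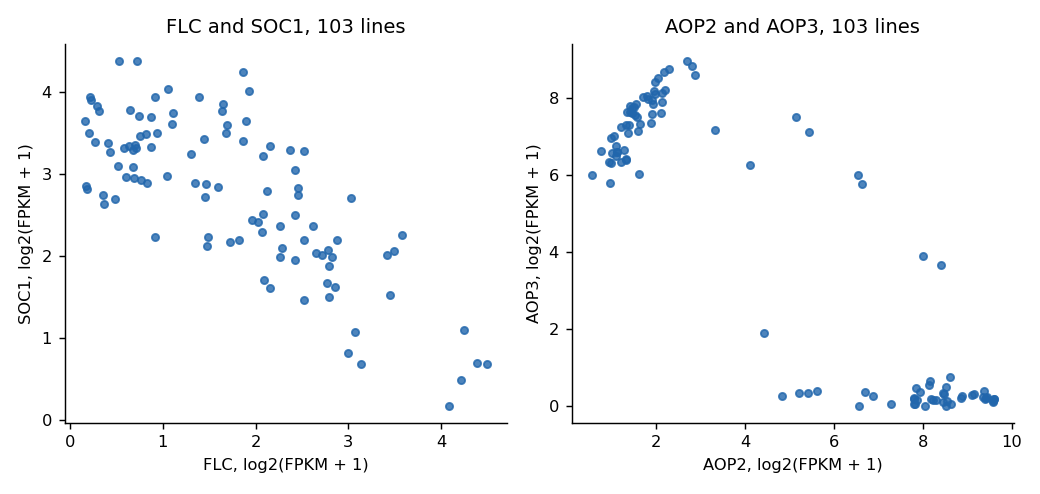
Expression of FLC against SOC1 (left) and AOP2 against AOP3 (right) in 103 lines, both axes as log2(FPKM + 1), with 1 point per line. SOC1 falls as FLC rises with a rho of −0.705, while AOP3 splits the lines into 45 at 13.9 FPKM or less and 58 at 52.9 FPKM or more.

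AOP2 and AOP3 were expressed in alternative sets of lines. AOP2 alone reached 5 FPKM in 43 lines, AOP3 alone in 49 lines and both in 11 lines, and no line lacked both. AOP3 formed 2 clusters, from 0.0 to 13.9 FPKM in 45 lines and from 52.9 to 492 FPKM in 58 lines. Within the lower cluster there was no relation to AOP2 (r = −0.126, permutation p = 0.414; rho = −0.136, permutation p = 0.371). Within the upper cluster r was 0.00139 (permutation p = 0.992) and rho 0.521 (permutation p = 4e-05). The genes are tandem copies, and fragments that fit both cannot be assigned with certainty. Fragments of alleles unlike the reference may also be missed. The regulator MYB28 (AT5G61420) and BCAT4 (AT3G19710), an enzyme gene at the entry of the aliphatic pathway, showed no relation (r = −0.0631, permutation p = 0.527; rho = −0.137, permutation p = 0.167, adjusted p = 0.213).

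HSP101 and HSP90.1 moved together inside the lower and the upper cluster of lines, HSFA2 and HSP21 inside the upper one only. HSP101 (AT1G74310), a disaggregase needed for heat tolerance, was between 0.915 and 37.6 FPKM in 86 lines and between 90.8 and 1265 FPKM in 17 lines. The chaperone gene HSP90.1 (AT5G52640) followed it in both, with r = 0.889 and rho = 0.88 in the lower and r = 0.979 and rho = 0.963 in the upper cluster (permutation p = 1e-05 for each). HSFA2 was between 0.0329 and 17.9 FPKM in 85 lines, where HSP21 (AT4G27670), a chloroplast heat shock protein gene, showed no relation (r = 0.124, permutation p = 0.258; rho = 0.14, permutation p = 0.201). HSP21 was at 0.1 FPKM or less in 36 of all lines (median 0.224 FPKM), so a relation was hardly detectable there. In the 18 lines with 77.3 to 757 FPKM of HSFA2, HSP21 followed it (r = 0.908 and rho = 0.967, permutation p = 1e-05 for both). The upper clusters of both genes are lines numbered 26 to 72, except line 62 (HSP101 1.23 and HSFA2 0.668 FPKM) and, for HSP101, line 70 (37.6 FPKM). Most successive lines in this range are alike in heat shock genes, and the permutations do not allow for that.

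Among clock genes, LHY (AT1G01060) rose with its partner CCA1 (AT2G46830; r = 0.621, rho = 0.596), and the evening gene TOC1 (AT5G61380) fell as CCA1 rose (r = −0.699, rho = −0.713). The permutation p was 1e-05 for all 4 values (adjusted p = 2.09e-05 for rho), and the sign was the same in 8 of 8 runs. Within lines up to 118 and from 130, rho was 0.892 and 0.661 for LHY and −0.446 and −0.495 for TOC1. The auxin genes YUC8 (AT4G28720) and IAA29 (AT4G32280) rose with PIF4 (r = 0.636 and 0.565, rho = 0.717 and 0.591, permutation p = 1e-05 for each, adjusted p = 2.09e-05 for rho). Within lines up to 118 these relations did not hold (rho = 0.151, permutation p = 0.318 and rho = −0.0922, permutation p = 0.545), while from 130 on they did (0.467 and 0.541). The anthocyanin regulator PAP1 (AT1G56650) and its target DFR (AT5G42800) rose together (r = 0.58, rho = 0.567, permutation p = 1e-05 for both; within the blocks 0.66 and 0.593), and DFR had the largest rho of all genes with PAP1.

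Defence genes were tied less simply. PR1 (AT2G14610) was at 0.1 FPKM or less in 70 lines and at 5 FPKM or more in 8, so its relations rest on few lines. PR1 and PR2 had r = 0.786 (permutation p = 1e-05) and a lower rho of 0.325 (permutation p = 0.00083, adjusted p = 0.00147), and rho was 0.292 within lines up to 118 (permutation p = 0.0519). PR1 and VSP2 showed no relation over all lines (r = 0.163, permutation p = 0.0996; rho = 0.0494, permutation p = 0.62), with rho = −0.397 within lines up to 118 (permutation p = 0.00754) and 0.205 from 130 (permutation p = 0.123). EDS1 (AT3G48090) and PAD4 (AT3G52430), whose proteins bind each other, had r = 0.315 (permutation p = 0.00244) but rho = 0.0927 (permutation p = 0.351, adjusted p = 0.424). That r rested on the 2 lines farthest from the median of EDS1, as it was 0.0612 without them. The scores of salicylic acid and jasmonate lists rose together (r = 0.575, permutation p = 1e-05; rho = 0.356, permutation p = 0.00029), though rho was 0.287 within lines up to 118 (permutation p = 0.0575). Touch and jasmonate scores did so in both blocks (r = 0.594, rho = 0.622, permutation p = 1e-05 for both; 0.618 and 0.669 within the blocks).

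Ribosomal protein and photosynthesis genes moved in opposite directions over all lines (r = −0.722, rho = −0.733, permutation p = 1e-05 for both, adjusted p = 2.09e-05 for rho). The relation did not hold within lines up to 118 (rho = 0.0891, permutation p = 0.558) or from 130 (rho = −0.146, permutation p = 0.273). Salicylic acid and photosynthesis scores had rho = −0.262 (r = −0.0841; permutation p = 0.00767 and 0.4), with opposite signs in the blocks (0.338 and −0.498). Cell cycle and ribosomal scores had rho = 0.253 (r = 0.244; permutation p = 0.0101 and 0.0132), and 0.024 and 0.119 within the blocks. Heat shock and photosynthesis scores had rho = 0.0763 (permutation p = 0.441) but r = −0.212 (permutation p = 0.0305, adjusted p = 0.039; −0.125 without the 2 farthest lines), and rho was −0.00777 up to line 118 and −0.481 from 130 (permutation p = 0.959 and 0.00015). Touch and photosynthesis scores had rho = −0.0262 (r = 0.0174; permutation p = 0.793 and 0.862), with 0.372 and −0.53 within the blocks (permutation p = 0.0129 and 2e-05). Heat shock and salicylic acid scores showed no relation (rho = 0.0248, r = −0.0111; permutation p = 0.805 and 0.913; rho −0.192 and 0.248 within the blocks, permutation p = 0.206 and 0.0612). Of 24 fixed relations 23 could be computed, 15 between genes and 8 between scores. Of these, 17 passed at an adjusted p of 0.05 by rho, 16 after centring on runs and 15 after subtracting the mean of the 6 nearest lines.

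The leading axis of difference followed line number. The first principal component held 17.9% of the variance, the next 2 held 12.5% and 4.9%. Lines up to 118 lay between −45.8 and 0.155 on it and lines from 130 between 9.63 and 29.5, without overlap. Runs held 2.47% of its variance, where 6.86% is expected by chance. Among the 5 genes at its low end were the cold response genes RD29A and COR15B, and at its high end the heat shock genes MBF1C, a coactivator, and HSP70. Other members of these lists lay near 0 or on the other side, such as HSFA2 (−5.1e-05) and CBF2 (0.0204). UTR3 (AT1G14360), AT4G19430 and AT3G55240 completed the high end, and AT1G69140, AT2G21690 and the low temperature gene AT4G30650 the low end. Over all lines 16 of 20 list scores followed it at an adjusted p under 0.05, 10 upward and 6 downward. The sign of the component was set so that the photosynthesis score rose with it over all lines, and directions are relative to that. List genes also helped to form the component. As the lines fall into separate blocks, rho is also given within them, and for many lists it differed. Lines 26 to 60, which hold the highest heat shock scores, follow each other within the block up to 118. The permutations within blocks do not allow for such likeness of successive lines. Photosynthesis rose with the component in both (0.447 and 0.34, permutation p = 0.00231 and 0.00907), as did darkness genes (0.692 and 0.434), while flavonoid genes fell (−0.699 and −0.323, permutation p = 1e-05 and 0.0139). Heat shock genes were counted as upward by rho over all lines (0.336, permutation p = 0.00071, adjusted p = 0.001), while r was 0.0986 (permutation p = 0.324). They followed the component up to line 118 (0.695, permutation p = 1e-05) and not from 130 (0.00477, permutation p = 0.972). Cold genes fell with the component up to 118 (−0.348, permutation p = 0.0199) and not from 130 (−0.138, permutation p = 0.301). Ribosomal protein genes did the reverse (−0.105, permutation p = 0.49, and −0.564, permutation p = 1e-05). Up to line 118, indole genes, counted as upward, fell with it (−0.41, permutation p = 0.0057) and hypoxia genes, counted as downward, rose (0.339, permutation p = 0.0225). Neither followed it from 130 (0.0622 and −0.189, permutation p = 0.641 and 0.155).

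**Figure D3:**
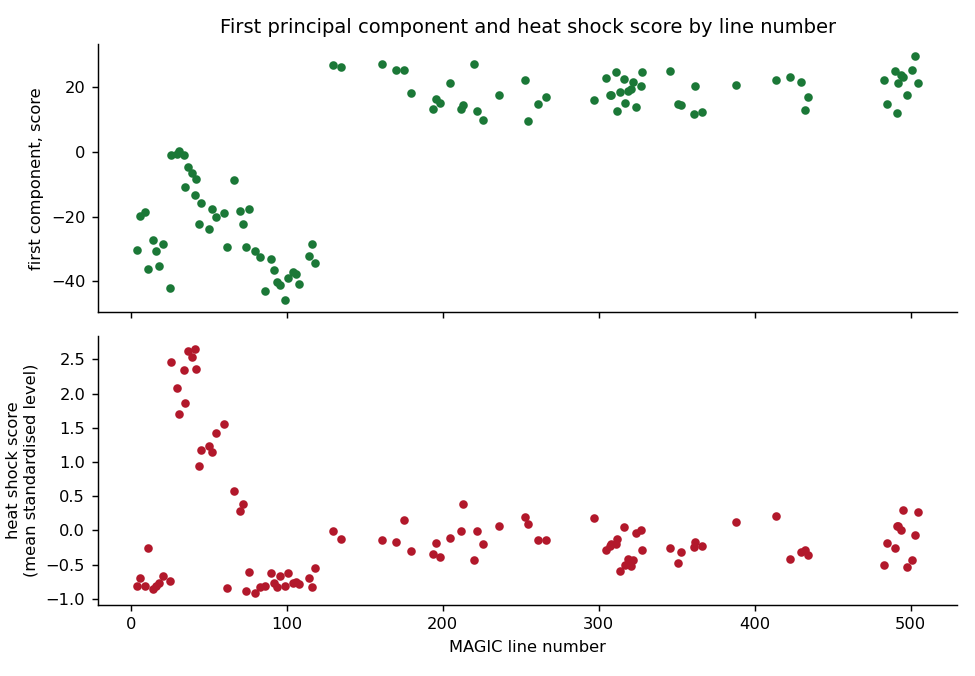
Score of the first principal component (top, 17.9% of the variance) and heat shock score (bottom, mean standardised level of 29 genes) of 103 lines by line number, with 1 point per line. Lines up to 118 lie at 0.155 or below on the component and lines from 130 at 9.63 or above; the 15 highest heat shock scores belong to lines 26 to 60.

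Genes next to each other on a chromosome varied together. Over 18225 pairs of adjacent tested genes the median rho was 0.106, against 0.0333 in random orders (highest of 1000, 0.0396; p = 0.000999, the smallest possible). A rho of 0.5 or more was found for 1786 pairs (9.8%) and of −0.5 or less for 310 pairs. The share of such pairs in random orders was not computed, so these counts are not a measure of adjacency. The median was 0.0589 for genes 2 apart, 0.0365 for 5 apart (p = 0.043) and 0.0352 for 10 apart (p = 0.178). Pairs that neither overlap nor share a family name or description had 0.0948 (15013 pairs). With the first 10 components removed, a setting added after the data were seen, adjacent genes had 0.0512 against 0.00402 in random orders, and genes 10 apart had 0.00606 (p = 0.024).

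**Figure D4:**
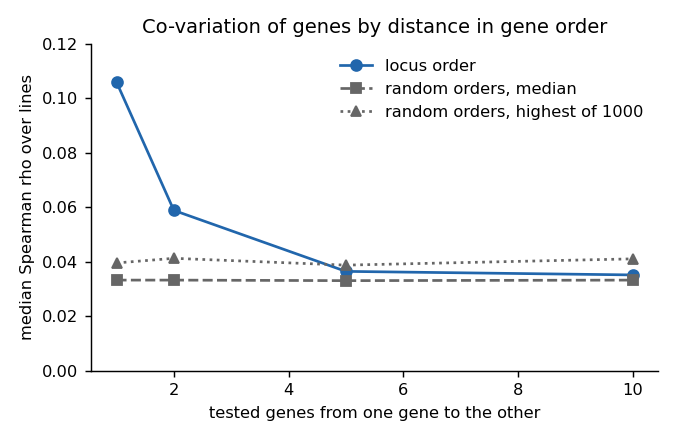
Median Spearman rho over 103 lines of gene pairs by their distance in gene order, counted in tested genes. Circles are the order by locus number, squares and triangles the median and the highest of 1000 random orders; the value falls from 0.106 for adjacent genes to 0.0352 for genes 10 apart.

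Few genes differed between sequencing runs. With limma's F-test over 8 runs, 135 of 18230 genes (0.741%) passed after Benjamini-Hochberg adjustment, and 130 of them were lowest in the run with 12 libraries. The smallest adjusted p-values belonged to the splicing factor domain gene AT2G44200, to AT4G37820, to AT1G04850, to AT5G53800 and to AT4G26630, which encodes a chromatin protein with a DEK domain. In this run 7 libraries, of lines 492 to 505, carried index tags that also occur in 7 libraries of 2 other runs. AT2G44200 had 8.43 ± 0.932 FPKM in these 7 libraries and 17.5 ± 1.95 FPKM in the other 96 (SD), and AT4G26630 had 46.7 ± 4.51 and 91.7 ± 12.5 FPKM. Over the 130 genes the median difference was −0.658 log2 units. Without the 7 libraries, a set chosen after the data were seen, 1 gene passed (829 at an unadjusted p under 0.05, against 1466 with them). A Kruskal-Wallis test called 0 genes (1229 at an unadjusted p under 0.05). It uses ranks only, so a shift confined to 7 libraries of 1 run could hardly pass it, whatever its size. Its count therefore does not speak against such a shift.

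**Figure D5:**
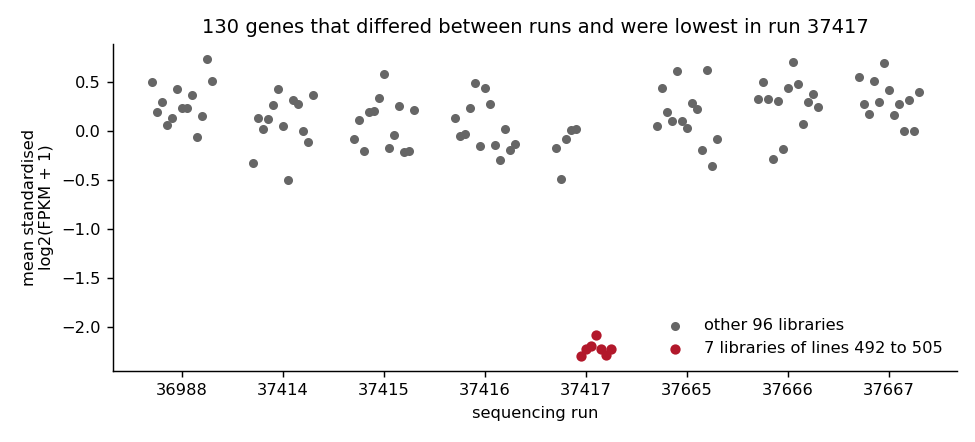
Mean standardised log2(FPKM + 1) of the 130 genes that were lowest in the run with 12 libraries, for each of 103 libraries by sequencing run. The 7 libraries of that run from lines 492 to 505 (red) lie between −2.3 and −2.09, and the lowest of the other 96 (grey) lies at −0.501. As the genes were chosen for being lowest in that run, its low level is not a separate result.

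The 45S rRNA gene models, which the study followed through sequence variants, are listed at 0 in every line. This holds for 18S, 5.8S and 25S of chromosome 2 (AT2G01010, AT2G01020 and AT2G01021) and for 18S and 5.8S of chromosome 3 (AT3G41768 and AT3G41979). Lines 170, 261 and 485 are at 0.0 FPKM too. The study describes rRNA expression in these lines and reports that its messenger RNA libraries still held reads of rRNA genes. The listed zeros therefore do not show that rRNA was absent from the libraries. The planned relation between the 2 models of 18S could not be computed, and the expression of the rRNA gene clusters was not analysed here.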

Values the study reported

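The study described the MAGIC population as derived from 19 accessions. It mapped variants of the 45S rRNA genes in 393 individuals of that population.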

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

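The tests of batches, sequencing run and time of day for the leading component, of sequencing run and batches for the heat shock genes, and of chance, index tags and depth for the run with 12 libraries were chosen after the results were seen.

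Some deposited columns were not part of the comparisons. Of the transposon columns, 1630 had a mean of 1 FPKM or more, led by AT2TE18115 with 2638 ± 531 FPKM (SD, n = 103). All transposon columns with values, low ones included, together held 9.47% of the summed FPKM of all columns. Of the gene models that the authors added, 2.3e2 (rounded) reached that mean, led by 1 with a mean of 77.1 and a highest value of 2943 FPKM. In the deposited table of ranked scores, 5031 tested genes had a mean score above 0.5 over the 103 lines and 4712 a mean below −0.5. With lines drawn at random from the ranked values the SD of such a mean would be 0.079, so the lines ranked unlike the values that are not in the table. Median mean scores were −0.916 for ribosomal protein genes (15 of 19 below −0.5), −0.882 for cell cycle genes, −0.703 for reference genes (9 of 14 below −0.5), −0.693 for hypoxia genes, −0.61 for salicylic acid defence and 0.703 for heat shock genes (17 of 29 above 0.5). The sources used here do not describe the values outside the table, so no explanation was tested.

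The leading component stepped between lines up to 118 and lines from 130, and successive lines had a rho of 0.781 (p = 0.0001, random line orders), as growth or harvest in batches by line number would give. In 8 of 8 runs the blocks did not overlap, which their separation over all lines fixed in advance. Each run held lines of both blocks. Runs held 2.47% of the variance of the component, where 6.86% is expected by chance, so sequencing run did not make the step. Library depth (rho −0.216 within the block where it was larger), GC content (−0.114) and gene length (−0.133) were weakly related to the component. Relatedness of lines with close numbers would also make genes set by alleles alike in such lines. On/off genes, taken as such genes, had a median rho between successive lines of 0.0263, which spoke against relatedness. This holds only as far as on/off genes follow alleles, and many of them were graded. Time of day at harvest could add to the step: the median rho with the component was 0.548 for 9 clock genes of dawn and −0.672 for 10 of the evening, 1.22 apart. The labels give no growth batches, harvest times or genotypes, so batches and time of day stay open and no genetic origin other than relatedness of close numbers was tested.

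Heat shock genes were high in lines of close number, the 15 highest scores all in lines 26 to 60, with a rho of 0.633 between successive lines (p = 0.0001, random line orders). These 15 lines came from 7 runs, so sequencing run was ruled out. Depth (rho −0.0645) was unrelated, and the factors that equalise libraries differed by at most 1.16 times, too little for such differences. A batch of plants that got hotter or was taken at another time after the shift may account for it, but the labels name no batches. Line 62 had a score of −0.842 between lines 60 and 66 with 1.55 and 0.574, which batches by line number alone would not give. Genetic differences in heat response were untested.

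Of the 135 genes that differed between runs, 130 were lowest in the run with 12 libraries, and 1 of 101 assignments of run labels (the real one) gave as many, the highest other being 1, so chance assignment to runs was excluded, but not a growth batch of lines 492 to 505, since reassignment breaks the likeness of successive lines. Without the 7 libraries of lines 492 to 505 in that run, 1 gene passed. The median depth of these 7 libraries was 1.04 times that of the others, so depth was ruled out. In 7 libraries of other runs with the same index tags the 130 genes were not low (mean standardised level −0.189 to 0.287). The tags alone therefore did not account for the low values of these genes. As the genes were chosen for differing between runs, genes that a tag lowers in every run were less likely to be among them. GC content of the genes differed by −0.27 percentage points from matched sets, while purine content was 5.87 points higher (56.3% against 50.4%, highest random set 51.8%). Chromosome 5 held the largest share of them, 25.4% against 23.1% of all tested genes, so no shared chromosome segment showed. A step of library preparation that loses purine-rich transcripts is a candidate explanation, but whether these 7 libraries were prepared apart is not given, and a difference of their lines was untested beyond the chromosome shares.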

How the results depend on the processing

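Settings that used blocks of lines, subtracted the nearest lines or left out the 7 libraries were chosen after the data were seen. Counts ranged as follows: 14 variable lists became 12 to 14, 14 coherent lists 10 to 17, relations 15 to 17 outside the blocks, expressed genes 17828 to 18252 and genes differing between runs 121 to 135 with other values or filters. Of the values of single lists and relations, 1325 kept their call, 32 lost it and 11 gained it, and 12 turned. Among settings planned beforehand, the variability of NLR genes lost its call at a mean FPKM of 5 or more and with the median absolute deviation, the coherence of flowering genes at a mean FPKM of 5 or more, and the coherence of darkness genes gained it with rescaling and with no filter. Relations that lost it were FT with SOC1 (centred on runs), salicylic acid with photosynthesis scores (a run left out, rank scores) and cell cycle with ribosomal scores (rescaled, a run left out). Along the component, reference genes lost their call and touch, clock and salicylic acid genes gained it in some of these settings. Of the residual SDs of named genes, 663 stayed within 1 standard error and 196 moved.

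The share of the leading component moved from 17.9% to 13.5% (pseudocount of 0.1), 16.0% (no filter), 22.1% (mean FPKM of 5 or more), 19.2% (1 run left out), 32.6% (lines up to 118) and 20.5% (unit variance). After subtracting nearest lines (7.89%) and in lines from 130 (9.85%) the first component was another axis, with rho 0.0059 and 0.0603 to that of all lines. The number of on/off genes was 27 and 55 in the blocks, 835 at 0.5 against 2 FPKM and 2.7e2 (rounded) with 5 lines on each side; fewer lines or looser limits account for that by construction. Adjacent genes stayed past the limit in all settings, but not genes 10 apart (0.0352), except with the first 10 components removed (0.00606). Genes differing between runs fell to 1 without the 7 libraries and to 0 with ranks, where a shift confined to 7 libraries could hardly pass. Of the relations, 10 passed in lines up to 118, where fewer lines were tested.

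Signs turned for heat shock and photosynthesis after subtracting nearest lines (−0.228) and from line 130 (−0.46), and the coherence of clock genes, not past the limit at first, rose above random lists (0.0436 and 0.0673). In lines up to 118, with scores standardised anew within the block, they turned for PIF4 and IAA29 (−0.0922), PR1 and VSP2 (−0.397), photosynthesis with salicylic acid (0.326), ribosomal (0.0596) and touch scores (0.369), the variability of ribosomal genes (−0.0614) and the coherence of NLR genes (0.0628, below random lists), and from line 130 for HSFA2 and HSP21 (−0.0844); the cause was not tested. Values of 1 FPKM rest on 30.4 fragments at the median depth, so differences of low genes are uncertain. No paired analysis was possible because each line has 1 library and 1 condition.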

Other observations

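The test of adjacent on/off genes was set before its result was seen, the repeat without overlapping genes afterwards. Similarity of lines with close numbers was examined after the component was seen.

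Of the tested genes, 63.7% (11611) were more alike in successive lines than in 100 random orders at an adjusted p under 0.05, with a median rho of 0.256. Scores of photosynthesis (0.761), ribosomal protein (0.745) and warm growth genes (0.667) were most alike in successive lines, and those of salicylic acid defence (0.0459) and touch and wounding genes (0.0884) least. Single members of the glucosinolate breakdown list had a median of 0.00355.

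Among 21 pairs of variable glucosinolate genes, AOP2 rose with MAM1 (rho 0.362, adjusted p = 0.00133) and with ESP (rho 0.272, adjusted p = 0.03), and TGG2 with MAM1 (rho 0.408, adjusted p = 0.000105). The genes most closely tied to FLC after SOC1 were SPL15 (rho −0.623) and AGL16 (−0.583). After DFR, those tied to PAP1 were the anthocyanin genes LDOX (0.553), UF3GT (0.545) and AT5MAT (0.521). ESP was tied to its neighbours AT1G54035 (0.967), MVP1 (0.936) and ASIL1 (0.892), and AOP1 rose with AOP3 (0.798) and fell with AOP2 (−0.649). By the rule for on/off genes, 184 of 1102 transposon columns and 48 of 136 added gene models counted.

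A hypothesis was that on/off genes mark stretches of chromosome that are missing or silent in some founders, so that such genes lie next to each other more often than random genes. Among the 121 on/off genes, 12 pairs were adjacent in the order of background genes, against a median of 1 and a highest count of 6 in 10000 random sets (p = 0.0001). Of these pairs 5 overlap in the annotation, among them HSFB1 and AT4G36988 and all 4 pairs at a rho of 0.95 or more, so they may count a transcript more than once. Over neighbours that do not overlap, 7 pairs remained, against a median of 1 and a highest of 6 in random sets (p = 0.0001). Their rho values were −0.48, 0.0666, 0.136, 0.581, 0.635, 0.866 and 0.869. The count does not ask whether both genes of a pair are off in the same lines, which a shared stretch would require. It therefore shows that on/off genes lie close together, but cannot tell shared stretches from other clustering. Copies of a gene family and genes with many lines between the limits were not left out. Whether such stretches exist, and whether they are deleted, diverged or silenced, was untested, since the tables give no genotypes.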
